A study of Homo sapiens with 61 samples.

How the data were processed

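RNA was measured by short-read sequencing in 61 cultures of neurons made from WTC11, an established human induced pluripotent stem cell line, by driving the transcription factor NGN2. In experiment 1 the cells were wild type (WT) or knockouts (KO) of DLK (gene MAP3K12), LZK (gene MAP3K13) or both. In experiment 2 the cells carried the CRISPR interference machinery and a guide RNA (gRNA) against ATF2, against JUN, or a scrambled control. Per the labels, cultures at day 14 received 5 nM vincristine, a drug that destabilises microtubules, or vehicle (called untreated here) for 16 hours. Per the labels, libraries were made from poly(A)-selected RNA with a stranded kit and sequenced as read pairs.

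The deposited files, with a separate table for each experiment, hold raw counts per gene, as whole numbers whose totals differ between libraries. Per the file headers, adapters were trimmed with cutadapt and duplicates were marked, and the tables have the layout that featureCounts writes. The aligner, the strand setting and whether marked duplicates were counted are not stated in the labels or the files. Of the 58440 gene identifiers, 56992 were found with the same version and start in GENCODE 29 on GRCh38, and 58275 were matched to a symbol. Every count column was matched to its sample by name, and 0 columns were left unused. Total counts per library ran from 8.41 to 14.6 M (M, mega) in experiment 1 and from 38.9 to 88.4 M in experiment 2. The number of libraries and their spread limit the precision of values at high counts. For genes with low counts, mainly in experiment 1, the counting error limits it too.

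Each experiment was analysed on its own. Genes were filtered with filterByExpr by group, scaled with TMM factors and fitted with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3 (robust, 1 mean per group, all groups of the experiment in 1 fit). This left 18235 genes in experiment 1 and 20759 in experiment 2. A gene is called when its 2-sided p-value, adjusted by Benjamini and Hochberg over all genes of that comparison, is under 0.05. The 19 comparisons are the vincristine effect in each line, the difference in that effect between lines (an interaction term), and the untreated lines against their control. Standard errors (SE) are the log2 fold change divided by the square root of the F statistic. Levels are given as CPM (the unit of the cpm function of edgeR, counts scaled to a common library total) with TMM factors, with the standard deviation (SD) between libraries.

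The size of the response was also measured as a score per library, the mean log2 CPM (prior count 2) over a set of genes, each signed by its direction. To keep the choice of genes apart from the libraries scored, experiment 1 was scored on genes called in Control gRNA of experiment 2, and experiment 2 on genes called in WT of experiment 1, in both cases with an absolute log2 fold change of at least 1. A further set held the genes of the WT set that were also called for the difference between double KO and WT with the opposite sign. Scores were compared by exact permutation tests, 2-sided, with line labels permuted within each treatment, and adjusted over the 7 score differences.

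These comparisons and the rule for naming genes were chosen before the data were examined. Named are the targeted genes in every group; the 3 highest and 3 lowest fold changes among called genes with mean log2 CPM of at least 1, for the vincristine effect in WT and in Control gRNA (where the libraries of both groups also had to be apart) and for each difference; and members of 4 lists, of the BCL2 family (16 genes), AP-1 and ATF factors (15), the integrated stress response (12) and p53 targets (12). Calls in a list are given over all genes tested and adjusted over the list alone.

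Alternatives were DESeq2 1.42.0 with its size factors, RLE factors in edgeR, no filter, a filter at a mean of 1 CPM, the replicate number as a block, a fit of only the groups compared, and leaving out each library in turn. Score alternatives were all called genes, the 100 with the smallest p-values, the median over genes, RLE factors, a prior count of 0.5 and the replicate block. After seeing the data, limma 3.58.1 voom with sample quality weights and edgeR with offsets for each library's trend with GC content (of the longest transcript of each gene) were added. The fits were tested on simulated data with 200 genes changed 2-fold. In experiment 1 (17605 genes), 95.5% of them were called with 9 false calls, and 83% with 10 false calls for a difference between lines. In experiment 2 (20243 genes) these were 97% with 11 and 87% with 13. Where no gene was changed, 0 were called. Of 400 simulated sets with no difference, 5.75% gave a permutation p under 0.05. All groups of these sets were drawn alike, so this check does not cover lines whose scores already differ before treatment. Tables were handled with the package data.table (version 1.17.8) and figures drawn with matplotlib 3.10.9 in Python 3.11.15.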

Results

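Gene expression was measured in 61 libraries in 14 groups. Experiment 1 held 32 libraries, with 4 untreated and 4 vincristine libraries for each of 4 lines, which are WT, the single knockouts of LZK and of DLK, and the knockout of both (double KO). Experiment 2 held 29 libraries, with 5 untreated and 5 vincristine libraries for Control gRNA and for JUN gRNA, and 5 untreated and 4 vincristine libraries for ATF2 gRNA. Total counts had a median of 10.3 M per library in experiment 1, from 8.41 to 14.6 M, and of 53.5 M in experiment 2, from 38.9 to 88.4 M. Small non-coding RNA took 1.58% to 5.00% of counts in experiment 1 and 0.0047% to 0.0107% in experiment 2, so levels are compared within an experiment only. No library was a copy of another among the 104 pairs of replicates.

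The first comparison asks how far each targeted gene was reduced. MAP3K12 (DLK, ENSG00000139625.12, GRCh38 chromosome 12, 53479669 to 53500063) stood at 91.0 ± 2.23 CPM in untreated WT (SD, n = 4), at 26.3 ± 2.48 in DLK KO, at 76.1 ± 4.11 in LZK KO and at 19.7 ± 2.42 in double KO. MAP3K13 (LZK, ENSG00000073803.13, chromosome 3, 185282941 to 185489097) stood at 99.1 ± 1.93 CPM in untreated WT, at 106 ± 3.43 in DLK KO, at 31.9 ± 1.96 in LZK KO and at 29.6 ± 2.00 in double KO. The transcript left was therefore 28.9% (DLK KO) and 21.6% (double KO) of WT for MAP3K12, and 32.2% (LZK KO) and 29.9% (double KO) for MAP3K13. These levels are of transcript and do not measure protein. In experiment 2, ATF2 (ENSG00000115966.16, chromosome 2, 175072250 to 175168382) stood at 129 ± 18.6 CPM in untreated Control gRNA (n = 5) and at 0.526 ± 0.294 in ATF2 gRNA, which is 0.409%. JUN (ENSG00000177606.6, chromosome 1, 58780788 to 58784327) stood at 88.5 ± 6.97 CPM in Control gRNA and at 2.87 ± 0.447 in JUN gRNA, which is 3.24%. With vincristine, MAP3K12 stood at 104 ± 21.4 CPM in WT, 30.3 ± 1.49 in DLK KO, 84.2 ± 5.00 in LZK KO and 19.9 ± 2.46 in double KO, and MAP3K13 at 139 ± 6.12, 134 ± 4.92, 36.6 ± 1.19 and 30.3 ± 1.96. ATF2 with vincristine stood at 142 ± 6.14 in Control gRNA, 0.573 ± 0.316 in ATF2 gRNA and 139 ± 19.1 in JUN gRNA, and JUN in JUN gRNA at 6.43 ± 1.31. In each of these untreated reductions all libraries of the targeted line lay below all libraries of its control, and the log2 fold changes ran from -7.88 ± 0.20 (SE) for ATF2 to -1.63 ± 0.06 for MAP3K13 in LZK KO. Of the alternatives, leaving out ATF2 gRNA untreated replicate 5 moved the ATF2 value farthest, to -7.64, and leaving out replicate 2 gave -8.11.

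In experiment 2 MAP3K12 stood at 119 ± 6.96 CPM in untreated Control gRNA (n = 5), 88.3 ± 4.41 in ATF2 gRNA and 118 ± 5.95 in JUN gRNA, and with vincristine at 116 ± 7.13, 90.2 ± 6.37 (n = 4) and 113 ± 5.35. The lower untreated level in ATF2 gRNA, 74.1% of Control gRNA, was called (log2 fold change -0.43 ± 0.05). MAP3K13 stood at 25.9 ± 1.24, 28.3 ± 0.706 and 29.5 ± 2.14 CPM in the same untreated groups and at 37.5 ± 1.78, 27.4 ± 3.24 and 34.5 ± 1.99 with vincristine. Its log2 fold change with vincristine was 0.53 ± 0.06 in Control gRNA, -0.05 ± 0.07 in ATF2 gRNA (not called, and 0.0375 without ATF2 gRNA vincristine replicate 2) and 0.23 ± 0.06 in JUN gRNA, and the differences from Control gRNA of -0.58 ± 0.09 and -0.30 ± 0.09 were both called. In experiment 1 MAP3K13 rose with vincristine by 0.49 ± 0.06 in WT and 0.34 ± 0.06 in DLK KO, both called. The difference in effect from WT was -0.46 ± 0.09 in double KO and -0.29 ± 0.09 in LZK KO. The call in LZK KO was lost with no filter, in a fit of only the groups compared, and without LZK KO untreated replicate 2 (-0.25) or vincristine replicate 1. MAP3K12 in untreated LZK KO was called lower than in WT (-0.26 ± 0.10), but 9 of its 16 alternatives lost the call, which were the replicate block, GC content offsets (-0.17), and leaving out any WT untreated library or LZK KO untreated replicate 1, 2 or 4.

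ATF2 and JUN also differed in lines that did not target them. ATF2 in untreated DLK KO was 71.0 ± 5.93 CPM against 141 ± 14.0 in WT (n = 4), a log2 fold change of -0.99 ± 0.11, with all 4 libraries below all 4 of WT, and it lies in a stretch of chromosome 2 whose genes had a median of -0.92. JUN in untreated ATF2 gRNA was 21.0 ± 2.00 CPM, a log2 fold change of -2.08 ± 0.10 against Control gRNA. JUN was also lower in untreated DLK KO (55.3 ± 5.34 CPM, 39.5% of WT, log2 fold change -1.34 ± 0.14) and double KO (39.6 ± 2.59 CPM, 28.3%, -1.82 ± 0.14), both called. After vincristine it stood at 507 ± 150 CPM in WT, 227 ± 15.8 in DLK KO (44.8% of WT), 280 ± 14.7 in LZK KO (55.3%) and 46.0 ± 1.15 in double KO (9.08%). In experiment 2 JUN reached 237 ± 12.9 CPM in Control gRNA and 20.5 ± 3.08 in ATF2 gRNA (n = 4). The log2 fold change of JUN with vincristine was 1.86 ± 0.14 in WT, 2.04 ± 0.14 in DLK KO, 1.27 ± 0.14 in LZK KO and 0.22 ± 0.14 in double KO, the last not called except in a fit of its own 8 libraries (0.23). It was 1.42 ± 0.10 in Control gRNA, -0.03 ± 0.11 in ATF2 gRNA (not called) and 1.19 ± 0.13 in JUN gRNA. Without ATF2 gRNA vincristine replicate 2 the value in ATF2 gRNA was 0.01, and without replicate 4 it was 0.05. The effect on JUN differed between double KO and WT by -1.64 ± 0.20 and between ATF2 gRNA and Control gRNA by -1.46 ± 0.15, both called. In DLK KO the difference from WT was 0.18 ± 0.19 and not called, and without WT vincristine replicate 4, the lowest library for JUN in its group at 289 CPM, it was -0.01. In LZK KO the difference of -0.59 ± 0.19 was called, but 15 of its 24 alternatives lost the call, which were no filter, the replicate block, the fit of only the groups compared, and leaving out untreated replicate 1, 3 or 4 or vincristine replicate 1, 2 or 3 of either WT or LZK KO (to -0.46 without WT vincristine replicate 1).

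**Figure D1:**
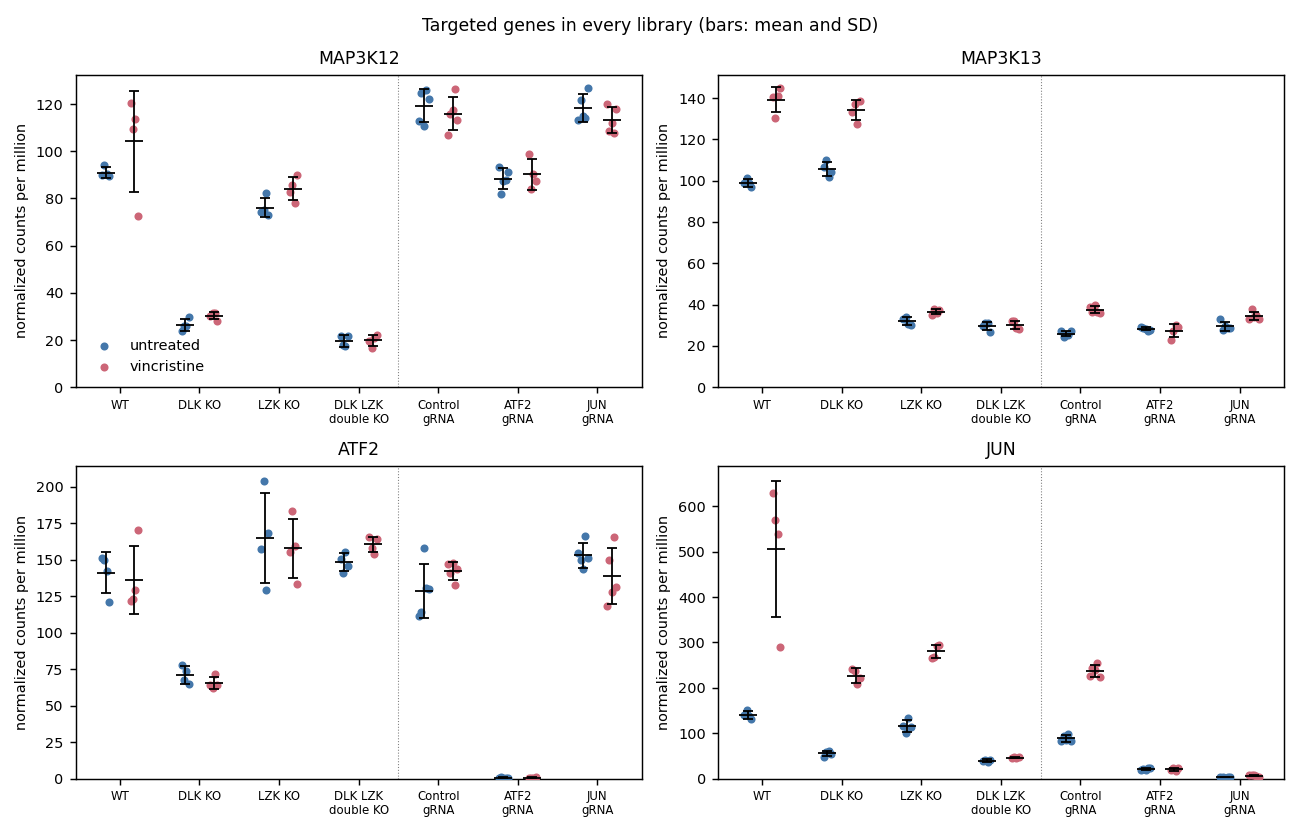
CPM (TMM factors) of MAP3K12, MAP3K13, ATF2 and JUN in each library of the 14 groups, with the mean and SD of each group. ATF2 stood at 0.526 CPM in untreated ATF2 gRNA against 129 in Control gRNA, and JUN stayed near 21 CPM in ATF2 gRNA with and without vincristine.

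The second comparison asks which genes respond to vincristine in each line. In WT 5498 of 18235 genes were called, 2855 higher and 2643 lower, and 982 of them changed at least 2-fold. In DLK KO 1190 were called (774 higher), in LZK KO 707 (414 higher), and in double KO 12 (1 higher), where 1096 genes had an unadjusted p under 0.05. In Control gRNA 7318 of 20759 genes were called (3551 higher), in ATF2 gRNA 1267 (390 higher) and in JUN gRNA 3300 (1574 higher). The count in double KO moved most with the processing, to 1028 in a fit of its own 8 libraries. The count in DLK KO fell to 598 without DLK KO untreated replicate 1, to 659 without untreated replicate 2, and to 616, 608 and 767 without vincristine replicates 1, 2 and 4. The count in LZK KO was 452 without LZK KO untreated replicate 2.

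The highest fold changes in WT were of SLC7A11 (ENSG00000151012.13, chromosome 4, 138164097 to 138242349) at 5.11 ± 0.18, ARID5A (ENSG00000196843.15, chromosome 2, 96536743 to 96552638) at 4.99 ± 0.21 and TNFRSF12A (ENSG00000006327.13, chromosome 16, 3018445 to 3022383) at 4.53 ± 0.26 (log2, SE, 4 libraries against 4). The lowest were of SDF2L1 (ENSG00000128228.4, chromosome 22, 21642261 to 21644298) at -2.87 ± 0.31, LIPG (ENSG00000101670.11, chromosome 18, 49560699 to 49599182) at -2.45 ± 0.19 and TICRR (ENSG00000140534.13, chromosome 15, 89575482 to 89631056) at -2.42 ± 0.25. In Control gRNA the highest were of ABCB1 (ENSG00000085563.14, chromosome 7, 87503633 to 87713323) at 6.05 ± 0.25, ARID5A at 4.56 ± 0.19 and BHLHE40 (ENSG00000134107.4, chromosome 3, 4979116 to 4985323) at 4.32 ± 0.29. The lowest were of CDH20 (ENSG00000101542.9, chromosome 18, 61333582 to 61555773) at -1.99 ± 0.10, TUBA1B (ENSG00000123416.15, chromosome 12, 49127782 to 49131397) at -1.94 ± 0.06 and VWC2L (ENSG00000174453.9, chromosome 2, 214411065 to 214578959) at -1.93 ± 0.07. For each of these genes the vincristine and untreated libraries did not overlap.

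The third comparison asks whether a knockout or knockdown changes the response, by testing the difference itself. Against WT the effect differed for 3531 genes in DLK KO, 2262 in LZK KO and 3543 in double KO, and between double KO and DLK KO for 207 (23 higher, 184 lower). Against Control gRNA it differed for 4273 genes in ATF2 gRNA and 3273 in JUN gRNA, and between ATF2 gRNA and JUN gRNA for 587 (189 higher, 398 lower). The count of 207 moved most, to 3208 in a fit of only the 4 groups compared. It fell to 133, 114 and 135 without DLK KO vincristine replicates 1, 2 and 4, to 132 without double KO untreated replicate 2 and to 131 without double KO vincristine replicate 4.

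Among the lowest differences, the effect on ARID5A (ENSG00000196843.15) differed from WT by -4.15 ± 0.47 in DLK KO and -4.94 ± 0.63 in double KO, and that on SLC7A11 (ENSG00000151012.13) by -3.47 ± 0.32 and -4.89 ± 0.42. For TNFRSF12A it differed by -3.69 ± 0.52 in DLK KO. In double KO it had at most 3 counts in every library, so no fold is given. In LZK KO the lowest were ITGA8 (ENSG00000077943.7, chromosome 10) at -3.15 ± 0.44, UNC5B (ENSG00000107731.12, chromosome 10) at -3.00 ± 0.36 and ABCB1 (ENSG00000085563.14) at -2.96 ± 0.67, the last not called without LZK KO untreated replicate 2 (-2.22). Several of the highest differences rested on groups with at most 3 counts in every library and get no fold, namely FAM135B (ENSG00000147724.11) and SLITRK4 (ENSG00000179542.15) in DLK KO, BARHL2 (ENSG00000143032.7) in all 3 knockout lines and ZNF667 (ENSG00000198046.11) in double KO, where 1 library (vincristine replicate 3) held 17 counts and carried the call. SLITRK4 lost its call in 7 of 23 alternatives, among them without WT untreated replicate 3 or DLK KO untreated replicate 1, 2 or 3. BARHL2 in DLK KO lost its call in 5 of 24, among them without WT untreated replicate 2 or 3 or WT vincristine replicate 3. TLE2 (ENSG00000065717.14) differed by 2.82 ± 0.57 and IRS4 (ENSG00000133124.11) by 2.26 ± 0.70 in LZK KO, both on low counts, and SDF2L1 by 2.97 ± 0.43 in double KO. IRS4 lost its call in 8 of 23 alternatives, with a lowest value of 2.02. Among these were fits without WT untreated replicate 4 or WT vincristine replicate 1 or 3. Fits without LZK KO untreated replicate 3 or 4 or LZK KO vincristine replicate 1 or 2 lost it too. Between double KO and DLK KO the lowest were CREB5 (ENSG00000146592.16, chromosome 7, 28299321 to 28825894) at -2.05 ± 0.19, HRK (ENSG00000135116.9, chromosome 12, 116856144 to 116881441) at -1.99 ± 0.25 and NUTM2A (ENSG00000184923.12) at -1.82 ± 0.37, the last given no adjusted p by DESeq2. The highest were ID2 (ENSG00000115738.9) at 0.73 ± 0.16, AIMP2 (ENSG00000106305.9) at 0.72 ± 0.16, not called without DLK KO vincristine replicate 1 (0.66), and FAM162A (ENSG00000114023.15) at 0.74 ± 0.18, whose call was lost without DLK KO untreated replicate 1, 3 or 4, DLK KO vincristine replicate 1, 2 or 4, double KO untreated replicate 1, 2 or 3, or double KO vincristine replicate 2, 3 or 4 (lowest 0.67).

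In experiment 2, ABCB1 (ENSG00000085563.14) differed from Control gRNA by -5.63 ± 0.33 in ATF2 gRNA and -3.44 ± 0.44 in JUN gRNA, and ARID5A by -4.85 ± 0.29 and -3.04 ± 0.28. PIRT (ENSG00000233670.6) differed by -3.89 ± 0.71 in ATF2 gRNA and STC1 (ENSG00000159167.11) by -3.08 ± 0.17 in JUN gRNA. The highest were GAD2 (ENSG00000136750.11) at 2.57 ± 0.43, CDH20 (ENSG00000101542.9) at 2.25 ± 0.13 and SH2D5 (ENSG00000189410.11) at 1.81 ± 0.35 in ATF2 gRNA, and CDH20 at 1.88 ± 0.13, ARHGEF26 (ENSG00000114790.12) at 1.79 ± 0.29 and GAD2 at 1.78 ± 0.47 in JUN gRNA, GAD2 not called there in a fit of only the groups compared. Between ATF2 gRNA and JUN gRNA the lowest were PIRT at -3.26 ± 0.76 (not called in a fit of only the groups compared), AC097468.1 (ENSG00000224090.1) at -3.23 ± 0.39 and EGR1 (ENSG00000120738.7) at -2.50 ± 0.14. The highest were SAMD3 (ENSG00000164483.16) at 1.44 ± 0.32, SEMA3D (ENSG00000153993.13) at 1.36 ± 0.36 and DOCK5 (ENSG00000147459.17) at 1.17 ± 0.21. SEMA3D was not called without ATF2 gRNA vincristine replicate 2 (0.97) or JUN gRNA vincristine replicate 3 (1.24). Part of a difference can lie in the untreated level. ABCB1 stood at 7.11 ± 0.342 CPM in untreated ATF2 gRNA and 0.726 ± 0.178 in untreated Control gRNA (n = 5). EGR1 stood at 536 ± 16.4 and 13.9 ± 1.94 CPM in the same groups. The EGR1 difference above is from JUN gRNA, whose untreated level is not given here.

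The fourth comparison asks how large the shared response was in each line. On the 770 genes chosen in Control gRNA, the score rose by 1.15 in WT, 0.358 in DLK KO (31.2% of WT), 0.405 in LZK KO (35.2%) and 0.0628 in double KO (5.46%). The rise in double KO did not pass the exact permutation test (2-sided p 0.0571), while in the other lines vincristine and untreated libraries did not overlap (p 0.0286, the smallest that 4 libraries against 4 can give). Without double KO vincristine replicate 3 its rise was 0.0293 (2.54% of WT), and without replicate 4 it was 0.0823 (7.15%) and passed the permutation test (p 0.0286, the smallest possible). The differences from WT were -0.79, -0.74 and -1.09 (exact permutation test, adjusted p 0.0286 each). On the 890 genes chosen in WT, the score rose by 1.20 in Control gRNA, 0.162 in ATF2 gRNA (13.5%) and 0.479 in JUN gRNA (39.9%). The differences from Control gRNA were -1.04 (exact permutation p 3.15e-05, the smallest possible here, adjusted 0.00011) and -0.72 (adjusted 0.0139). On the 657 genes that also depended on DLK and LZK, ATF2 gRNA kept 14.6% and JUN gRNA 39.7% of the rise of 1.24 in Control gRNA, with differences of -1.06 (0.00011) and -0.75 (0.0139). In all 7 differences every vincristine library of the modified line lay below every vincristine library of its control. Using all called genes moved the first difference most, to -0.34, with the direction and the call kept. The untreated score was itself higher in ATF2 gRNA (0.426 ± 0.0273, n = 5) than in Control gRNA (0.223 ± 0.0406), and the vincristine score lower (0.588 ± 0.0614, n = 4, against 1.42 ± 0.0359). In JUN gRNA the untreated score was lower (0.0885 ± 0.0166, n = 5) and the vincristine score was 0.568 ± 0.0818. The vincristine scores of ATF2 gRNA and JUN gRNA thus differed little, and the gap between 13.5% and 39.9% rests on their untreated scores. In LZK KO tubulin transcripts fell less after vincristine than in WT, by a median of 0.42 on the log2 scale.

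**Figure D2:**
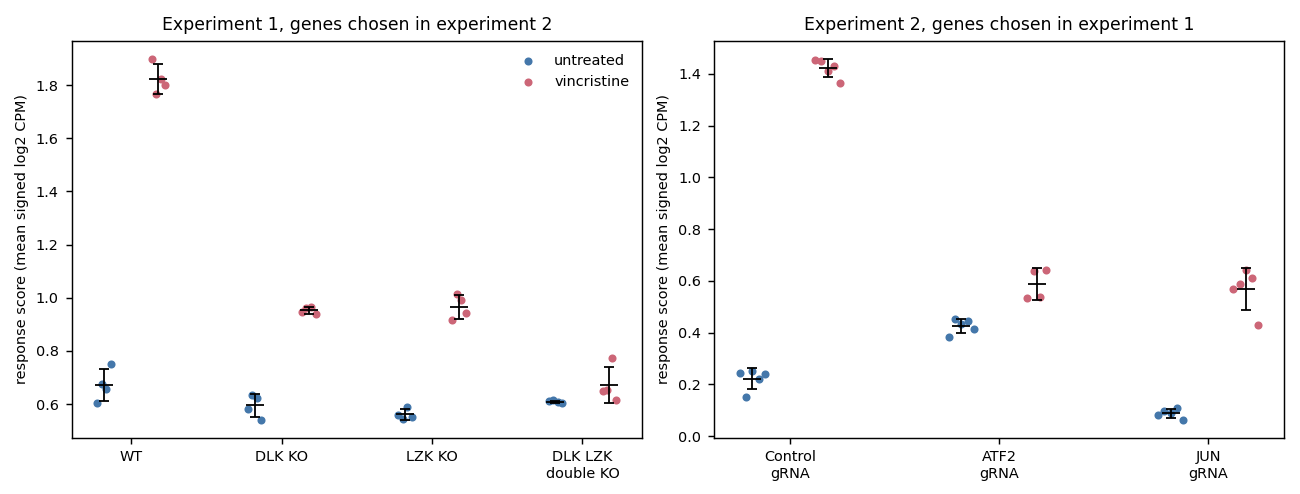
Response score (mean signed log2 CPM over the chosen genes) of each library, untreated and vincristine, with the mean and SD of each group. In experiment 1 the vincristine mean was 1.82 in WT and 0.672 in double KO, and in experiment 2 it was 1.42 in Control gRNA, 0.588 in ATF2 gRNA and 0.568 in JUN gRNA.

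The lists fixed beforehand showed the following. Of the integrated stress response list, 12 of 12 genes were called over all genes in WT (12 adjusted over the list alone), 7 in DLK KO (9), 10 in LZK KO (11) and 0 in double KO (0), and 12 in Control gRNA (12), 11 in ATF2 gRNA (12) and 7 in JUN gRNA (9). All those called over all genes were higher except ATF4 (ENSG00000128272.14) in Control gRNA, at -0.10 ± 0.04, whose label changed in 8 of 18 alternatives. These were no filter, the filter at 1 CPM, GC content offsets (0.000355), and leaving out Control gRNA untreated replicate 1, 4 or 5 or vincristine replicate 3 or 5. Of the BCL2 family, 15 tested, 9 were called in WT (9 adjusted over the list alone), 5 in DLK KO (5), 3 in LZK KO (3), 0 in double KO (0), 9 in Control gRNA (10), 4 in ATF2 gRNA (7) and 5 in JUN gRNA (6). In WT and in Control gRNA 6 of the 9 were higher, and in the other lines all were. Leaving out ATF2 gRNA vincristine replicate 2, or a fit of only the groups compared, left 2 of the 4 in ATF2 gRNA. Of the AP-1 and ATF list, 10 were called in WT (11 adjusted over the list alone), 5 in DLK KO (7), 4 in LZK KO (4), 0 in double KO (0), 9 in Control gRNA (10), 3 in ATF2 gRNA (5) and 7 in JUN gRNA (7), and all were higher but 1 in WT. A fit of its own 8 libraries gave 1 in double KO. Of the p53 targets, 4 were called in WT (4 adjusted over the list alone), 2 in DLK KO (3), 3 in LZK KO (5), 0 in double KO (0), 9 in Control gRNA (9), 2 in ATF2 gRNA (6) and 5 in JUN gRNA (6), of which 3 were higher in WT, 1 in DLK KO, 2 in LZK KO, 7 in Control gRNA, 1 in ATF2 gRNA and 4 in JUN gRNA. With GC content offsets the p53 count in DLK KO was 1, and in a fit of only the groups compared that in LZK KO was 1. Single libraries moved the p53 counts to 1 in DLK KO (without untreated replicate 1 or 2, or vincristine replicate 1, 2 or 3), to 1 in LZK KO (without untreated replicate 2) and to 1 in ATF2 gRNA (without untreated replicate 3 or 5, or vincristine replicate 2 or 3).

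Single members of the lists carried these values. HRK (ENSG00000135116.9) rose by 2.98 ± 0.12 (log2, SE) in WT, 2.25 ± 0.14 in DLK KO, 2.75 ± 0.13 in LZK KO, 2.18 ± 0.05 in Control gRNA, 0.35 ± 0.06 in ATF2 gRNA and 1.24 ± 0.05 in JUN gRNA. BBC3 (ENSG00000105327.17, chromosome 19, 47220822 to 47232766) rose by 2.58 ± 0.16 in WT, 2.43 ± 0.09 in Control gRNA, 0.65 ± 0.09 in ATF2 gRNA and 1.22 ± 0.09 in JUN gRNA. BCL2L11 (ENSG00000153094.22, chromosome 2, 111119378 to 111168447) rose by 2.44 ± 0.13 in WT and 1.54 ± 0.09 in Control gRNA, and by 0.20 ± 0.09 in ATF2 gRNA, which was not called. In LZK KO it rose by 0.48 ± 0.14, but 8 of its 16 alternatives lost the call (lowest 0.44). Among these were fits without LZK KO untreated replicate 1, 2 or 4 or vincristine replicate 2, 3 or 4. ATF3 (ENSG00000162772.16, chromosome 1, 212565334 to 212620777) rose by 3.98 ± 0.11 in WT, 3.48 ± 0.07 in Control gRNA, 0.48 ± 0.07 in ATF2 gRNA and 1.42 ± 0.07 in JUN gRNA. DDIT3 (ENSG00000175197.12, chromosome 12, 57516588 to 57521737) rose by 3.14 ± 0.16 in WT, 2.89 ± 0.07 in Control gRNA, 0.55 ± 0.07 in ATF2 gRNA and 1.59 ± 0.07 in JUN gRNA. In DLK KO and LZK KO the rises were 1.43 ± 0.19 and 1.40 ± 0.20 for BBC3 and 2.15 ± 0.13 and 2.41 ± 0.12 for ATF3. For DDIT3 they were 0.52 ± 0.18, not called but with a label that changed in 4 of 16 alternatives, and 1.09 ± 0.19. BCL2L11 rose by 1.25 ± 0.12 in DLK KO and 0.47 ± 0.09 in JUN gRNA, both called. For these 5 genes the effect differed between double KO and WT by -3.60 (ATF3) to -2.40 (BCL2L11), and between ATF2 gRNA and Control gRNA by -3.00 (ATF3) to -1.35 (BCL2L11), all called. Between ATF2 gRNA and JUN gRNA it differed for HRK (-0.89), BBC3 (-0.57), ATF3 (-0.94) and DDIT3 (-1.04), all called, and by -0.28 for BCL2L11, not called.

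**Figure D3:**
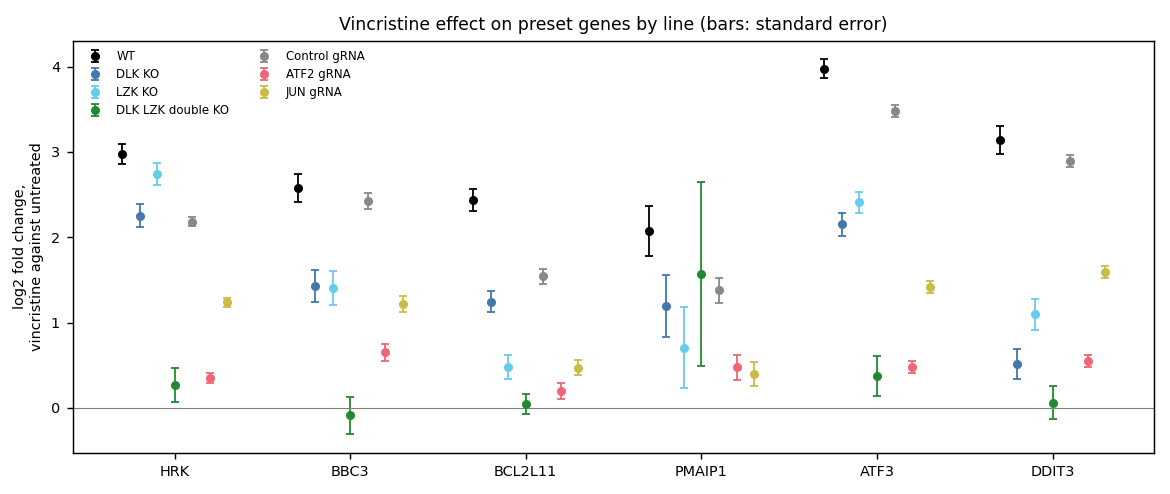
Log2 fold change with vincristine, with its SE, of 6 genes of the preset lists in each of the 7 lines. ATF3 rose by 3.98 in WT and 3.48 in Control gRNA against 0.48 in ATF2 gRNA and 1.42 in JUN gRNA.

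The last comparison is of the untreated lines. Against WT 6284 genes were called in DLK KO, 6188 in LZK KO and 8334 in double KO. Against Control gRNA 8281 were called in ATF2 gRNA and 2332 in JUN gRNA. In DLK KO 709 of the 6284 (11.3%) and in double KO 1041 of the 8334 (12.5%) lay in stretches of chromosomes whose genes moved together, described in the closing observations. These stretches held 5.87% (DLK KO) and 7.39% (double KO) of all genes tested.

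**Figure D4:**
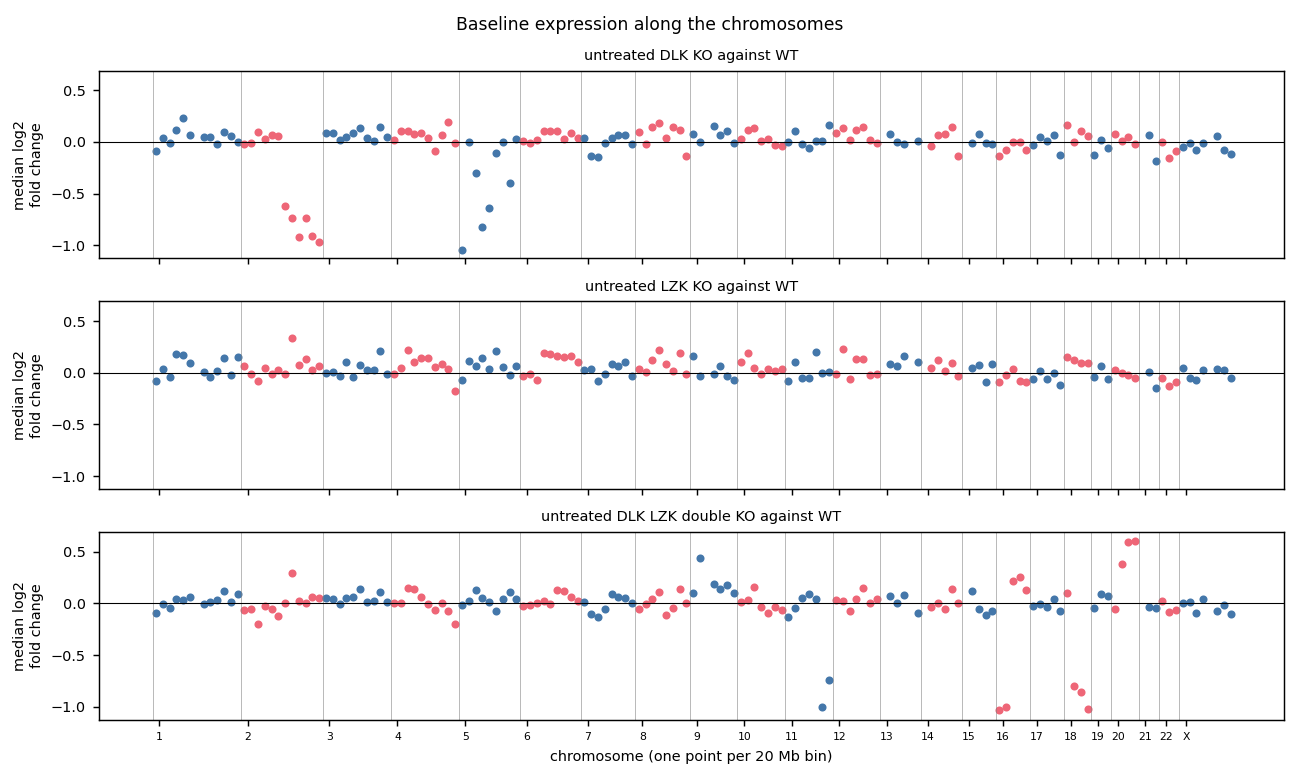
Median log2 fold change of genes in 20 Mb bins along the chromosomes, for each untreated knockout line against WT (4 libraries each). In DLK KO bins on chromosomes 2 and 5 were lower, and in double KO bins on chromosomes 11, 16 and 18 were lower and on chromosome 20 higher.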

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

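The tests of a lower ATF2 level, of a missing or weaker drug action and of WT vincristine replicate 4 were chosen only after the results were seen.

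All 7 score differences between lines passed the test of the difference itself, at -0.79 (DLK KO), -0.74 (LZK KO) and -1.09 (double KO) against WT, at -1.04 (ATF2 gRNA) and -0.72 (JUN gRNA) against Control gRNA, and at -1.06 and -0.75 for these guides on the genes dependent on DLK and LZK. Each kept its call after each library was corrected for its trend with GC content, at -0.83, -0.77, -1.11, -1.04, -0.72, -1.06 and -0.75 in the same order, which argues against GC content as the whole cause. The same held with every library thinned to the smallest total, at -0.80, -0.75, -1.09, -0.99, -0.71, -1.02 and -0.74, which argues against sequencing depth. In experiment 2 the differences without 7 libraries noisy at low counts were -0.99, -0.68, -1.04 and -0.71. In experiment 1 they were -0.78, -0.74 and -1.08 on the 655 score genes outside shifted chromosome bins.

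A drug that did not act in the modified lines is argued against by the tubulin transcripts, whose fall when free tubulin rises is a known response of cells to such drugs. Their median log2 fold change was -1.36 in DLK KO, -0.95 in LZK KO, -1.45 in double KO, -1.46 in ATF2 gRNA and -1.28 in JUN gRNA, against -1.55 in WT and -1.38 in Control gRNA. TUBB6 is an exception, higher by 0.95 in WT and 0.94 in Control gRNA. These genes were chosen after their values were seen. A weaker action of the drug is a separate matter. The difference in effect on tubulin genes had a median of 0.11 in DLK KO, 0.42 in LZK KO, 0.16 in double KO, -0.13 in ATF2 gRNA and 0.0726 in JUN gRNA. In LZK KO the difference from WT was called for 9 of 13 tubulin genes, all toward a smaller fall, so less drug acting in that line may account for part of its smaller response. Genes called for a higher and for a lower effect than in the control numbered 2 and 1 of 13 in DLK KO and 4 and 2 of 13 in double KO. They numbered 1 and 5 of 12 in ATF2 gRNA and 1 and 1 of 12 in JUN gRNA. A lower effect is not always a deeper fall. TUBB6 lost its rise, at 0.12 in DLK KO, -0.18 in double KO, -0.18 in ATF2 gRNA and -0.03 in JUN gRNA. TUBB6 is the 1 gene called lower in JUN gRNA, since besides it only TUBG2 lay below Control gRNA, at -0.272 against -0.267. It may also be the 1 gene called lower in DLK KO. The deeper fall of TUBA4A, TUBB2B, TUBB and TUBA1A in ATF2 gRNA goes against less drug acting there, while TUBG1 fell less. In these 4 lines less drug acting still stays open, because the tubulin response may be saturated at this dose. In double KO and ATF2 gRNA falling genes also moved both ways.

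A lower level of ATF2 itself could contribute in DLK KO, where ATF2 stood at 50.4% of WT, and the design cannot separate it from the loss of DLK. It is argued against in LZK KO and double KO, at 117% and 105% of WT. Untreated JUN was also lower in DLK KO (39.5% of WT), double KO (28.3%) and ATF2 gRNA (23.7% of Control gRNA). The design cannot separate that from the loss of the targeted genes in these lines. A dependence of the response on DLK, LZK, ATF2 and JUN, which the design names, stays open as a hypothesis. Differences between single clones other than the targeted gene cannot be separated from it in experiment 1, and the number of clones per genotype is not stated in the labels. In experiment 2 the labels give 1 guide group per target. Effects of a guide other than on its target cannot be separated from that dependence there.

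By gene, the effect of vincristine differed between lines for 3531 (DLK KO), 2262 (LZK KO) and 3543 (double KO) genes against WT, 207 between double KO and DLK KO, 4273 (ATF2 gRNA) and 3273 (JUN gRNA) against Control gRNA, and 587 between the guides. In fits of only the groups compared, of 100 splits that exchanged line labels within each treatment, the real one included, 2 gave as many genes for each knockout line against WT, 3 for ATF2 gRNA against Control gRNA, and 1 for each other difference. A split that exchanges the labels in 1 treatment only measures the difference between the lines, which may explain the larger counts. Which labels the splits with larger counts exchanged is not recorded here, so this was not tested. The median of the other splits was 0. For the vincristine effects and the untreated comparisons, 1 of 35 splits in experiment 1 and 1 of 100 splits in experiment 2 gave as many genes, the real one in each case.

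In 3 of 104 sets of values (a measure in the 4 or 5 libraries of a group) 1 library lay far from the others, where chance gives 5.2. ATF2 in WT vincristine replicate 4 was 170 CPM against 121 to 129 (gap over range 0.841). MAP3K12 in WT untreated replicate 2 was 94.3 CPM against 89.7 to 90.2 (0.899). The score on DLK and LZK dependent genes in Control gRNA untreated replicate 2 was 0.511 against 0.566 to 0.577 (0.838), and that library is among the 7 noisy at low counts. No cause was tested for the MAP3K12 value, and no biological explanation was tested for these 3.

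WT vincristine replicate 4 deviated from its group across many genes. Its deviation correlated with GC content across genes at r = -0.73 (8312 genes, which are not independent replicates), and its SD of 0.491 compares with 0.168 to 0.257 in the other 3. A GC content bias in that library is a candidate explanation. The correlations of the other 3 libraries, 0.37 to 0.67, are of the opposite sign because replicate 4 is in the mean they are compared with. A mix-up with LZK KO is argued against by MAP3K13, at 145 CPM in this library.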

How the results depend on the processing

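The 7 score differences kept their direction and their call under all 6 alternatives and in every fit that left out 1 library. They ranged least far from 0 with all called genes, for example -0.34 in DLK KO, and farthest with the 100 genes of smallest p-value. The alternatives for a table of normalized values (pseudocount and filter) were not run, since the tables hold counts.

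Of the 19 counts of called genes, 16 values from alternatives using every library moved by more than 1.5 times, of 152. Fitting only the groups compared gave 3529 in WT, 3207 in DLK KO, 271 in LZK KO, 1028 in double KO, 768 in ATF2 gRNA, 1082 for LZK KO against WT and 3208 for double KO against DLK KO. These fits have fewer samples and their own estimate of the spread. Voom with sample quality weights, added after seeing the data, gave 3583 in DLK KO, 67 in double KO, 3533 for LZK KO against WT, 5867 for double KO against WT and 2757 for double KO against DLK KO. GC content offsets, also added after seeing the data, gave 401 for double KO against DLK KO and 980 for ATF2 gRNA against JUN gRNA. For double KO against DLK KO, DESeq2 gave 429 and no filter gave 536. Beyond the smaller fits, the cause was not tested.

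The share of called genes that were higher shifted by over 10 points in 13 cases. In double KO it was 8.33% and became 33.3% with no filter, 26.9% with voom, 21.4% with GC offsets and 57.5% with its own libraries only. For double KO against DLK KO it was 11.1% and became 21.7% with DESeq2, 31.6% with voom and 35.5% in the fit of only the groups compared. In LZK KO it was 58.6% and became 70.1% with no filter and 83.8% with its own libraries only. In ATF2 gRNA it was 30.8% and became 42.1% with the filter at 1 CPM, 40.9% with voom and 43.8% with its own libraries only. For JUN gRNA against Control gRNA it was 55.2% and became 41.8% with no filter, where the median of all genes was -0.09.

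Leaving out 1 library at a time gave 598 to 981 genes in DLK KO, 452 to 783 in LZK KO and 114 to 218 for double KO against DLK KO. The other 16 counts stayed within 1.5 times.

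Of the counts of calls in the 4 lists, 20 values from alternatives using every library and 22 with 1 library left out moved by more than 1.5 times or from 0. Of these, 4 and 11 concern the vincristine effect in a line and are given with the lists. The others concern differences in effect and untreated lines, such as the stress response list for double KO against DLK KO, with 3 calls as reported, 5 with DESeq2, 6 with no filter or voom and 7 in a fit of only the groups compared.

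Replicate numbers did not pair the libraries, since the mean correlation of same-numbered libraries ran from -0.0217 to 0.00300 in experiment 1 and from -0.00812 to 0.0177 in experiment 2. With the replicate number as a block the counts were 5259 in WT, 956 in DLK KO, 603 in LZK KO, 13 in double KO, 7244 in Control gRNA, 1112 in ATF2 gRNA and 3134 in JUN gRNA. For the differences the block gave 3245, 2012 and 3285 against WT, 177 for double KO against DLK KO, 4183 and 3172 against Control gRNA and 503 between the guides, and for the untreated lines 6063, 5982, 8133, 8152 and 2222. The blocked score differences were -0.79, -0.74, -1.09, -1.05, -0.72, -1.07 and -0.75.

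4 named values reversed, and none was past the threshold in the reversed fits. JUN in DLK KO against WT became -0.0097 with GC offsets and -0.0108 without WT vincristine replicate 4 (highest 0.29 with 1 library out). JUN in ATF2 gRNA became 0.0396 with voom, 0.0089 without ATF2 gRNA vincristine replicate 2 and 0.04997 without replicate 4 (lowest -0.11). ATF4 in Control gRNA became 0.000355 with GC offsets. MAP3K13 in ATF2 gRNA became 0.0375 without ATF2 gRNA vincristine replicate 2 (lowest -0.0891, without replicate 4). Among all named genes, with every library in the fit, 23 values became weaker and 5 stronger, and with 1 library left out 68 became weaker. The cause was not tested. In experiment 1 the depth limits genes near the filter, where folds against groups with at most 3 counts were not given.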

Other observations

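In this part the tests of the position of ATF2, of less drug acting where ABCB1 is higher, of scaling and of reads shared between paralogs for the tubulin genes, and of the stress response genes in the 2 experiments were chosen only after the results were seen.

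Genes along parts of several chromosomes moved together in the untreated knockout lines. Among 151 bins of 20 Mb, DLK KO was lower on chromosome 2 from 120 to 240 Mb (median log2 fold change -0.87 over 309 genes) and on chromosome 5 from 0 to 20 Mb (-1.04), 40 to 100 Mb (-0.71) and 140 to 160 Mb (-0.40). Double KO was lower on chromosome 11 from 100 to 140 Mb (-0.94), chromosome 16 from 0 to 40 Mb (-1.02) and chromosome 18 from 20 to 80 Mb (-0.86), and higher on chromosome 20 from 20 to 80 Mb (0.52) and chromosome 9 from 20 to 40 Mb (0.44). LZK KO had 1 bin past the limit, on chromosome 2 from 140 to 160 Mb (0.34), which was 0.18 in the vincristine libraries. The shifts held in the independent vincristine libraries, with medians of -0.85 for the lower bins of DLK KO, -0.95 for those of double KO and 0.47 for its higher bins. A change in the WT line is argued against by the same bins measured against LZK KO, at -0.90, -0.96 and 0.51. GC content is argued against by values after correction of -0.86, -0.94 and 0.51. A change in gene copy number in these lines is a candidate explanation, since a value near -1 is what the loss of 1 of 2 copies would give, but no DNA data were used here to test it. ATF2 lies in a bin of DLK KO (160 to 180 Mb, 56 genes) with a median of -0.92, close to its own -0.99, so its lower level there may follow its position and not the loss of DLK.

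ABCB1, which encodes a pump that exports vincristine from cells, was higher before treatment in double KO (8.37 ± 1.28 CPM against 0.882 ± 0.298 in WT, SD, n = 4, log2 fold change 3.23 ± 0.24) and in ATF2 gRNA (7.11 ± 0.342 against 0.726 ± 0.178 in Control gRNA, n = 5, 3.28 ± 0.25). It was lower in untreated LZK KO (-1.50) and JUN gRNA (-1.20), calls that were lost without LZK KO untreated replicate 3 (-1.18) and, for JUN gRNA, without Control gRNA untreated replicate 4 or 5 or JUN gRNA untreated replicate 1 or 5 (-0.98 without JUN gRNA untreated replicate 1). More export may lower the amount of vincristine acting in double KO and ATF2 gRNA. In both lines that rests on the level before treatment. With vincristine ABCB1 rose by 4.14 ± 0.22 in WT, more than the untreated excess of 3.23 in double KO. The vincristine effect on ABCB1 in double KO was not called. ABCB1 rose with vincristine by 6.05 ± 0.25 in Control gRNA, and the effect in ATF2 gRNA differed by -5.63 ± 0.33. This exceeds the untreated excess of 3.28, so after treatment ABCB1 was lower in ATF2 gRNA than in Control gRNA. The tubulin transcripts do not settle whether less vincristine acted in these lines. In double KO the median difference from WT was 0.16, with 4 of 13 genes called for a higher effect and 2 for a lower one. In ATF2 gRNA the median difference was -0.13, with 1 of 12 called for a higher effect and 5 for a lower one. TUBB6 lost its rise in double KO (-0.18) and in ATF2 gRNA (-0.18), so not every lower effect is a deeper fall. TUBA1A (-2.23 against -1.78 in Control gRNA) and TUBB2B (-1.71 against -1.26) did fall deeper in ATF2 gRNA, a direction that goes against less drug there. TUBG1 fell less (-0.94 against -1.32). Because genes moved both ways and this response may be saturated, less drug cannot be told apart from a changed response in these lines. Drug levels in the cells were not used here.

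Double KO had 12 called genes, named here after their values were seen. TUBA1B, TUBB4A, TUBA1A, TUBB, TUBB4B, TUBB2A, TUBB2B, TUBB3 and TUBG1 fell, as did AL662797.1 and HYDIN, and STMN4 rose by 0.41. A fault in scaling moves every gene alike, but the tubulin median lay below that of the other genes with a mean log2 CPM of at least 1 by a log2 difference of -1.53 in WT, -1.35 in DLK KO, -0.95 in LZK KO, -1.44 in double KO, -1.37 in Control gRNA, -1.44 in ATF2 gRNA and -1.28 in JUN gRNA, which argues against scaling between libraries. Reads shared between tubulin paralogs stay open, although TUBG1 fell by 1.06. The few calls may reflect a spread shared with noisier groups, since a fit of only the DLK KO and double KO libraries called 121 genes and a fit of the double KO libraries alone 1028. GC content is argued against by the 14 genes called with GC offsets. The 1028 genes had a median absolute log2 fold change of 0.203, and 22 changed at least 2-fold. Of the 1028, 144 were called in WT with the same sign and 200 with the opposite sign. In the splits of these 8 libraries the largest count apart from the real one was 31.

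In experiment 2, 7 libraries had more than 2 genes with 1 count for each gene with 2 counts, a limit set after the ratios were seen. They are Control gRNA untreated 2 and vincristine 5, ATF2 gRNA untreated 1 and vincristine 2 and 4, and JUN gRNA vincristine 2 and 5. Thinned to the smallest total, they held 19057 to 21015 detected genes, against 21721 to 25973 in the other 22, which argues against sequencing depth as the cause. No biological explanation was tested.

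Of the 12 integrated stress response genes, 8 rose more in WT of experiment 1 than in Control gRNA of experiment 2 by over 3 standard errors, among them SLC7A11 (5.11 against 1.73), PHGDH (2.38 against 0.38), CHAC1 (2.88 against 0.56) and ATF4 (1.09 against -0.10). The other 4, DDIT3, PPP1R15A, ATF5 and TRIB3, differed by less. The cell lines and the experiments cannot be told apart here, and the explanation tested, a difference between the experiments, rests on these 8 genes alone.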
